A study of Mus musculus with 2 samples. Its data were reported in "Hemorrhage-activated NRF2 in tumor-associated macrophages drives cancer growth, invasion, and immunotherapy resistance" (2024).

How the data were processed

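Spatial transcriptomes of 2 tumors were analysed, each a section from a different mouse. The mice carried subcutaneous tumors of MC38 cells, a mouse colon adenocarcinoma line that here also carries green fluorescent protein. An agonist antibody against CD40, a receptor on antigen-presenting cells, was given at 20 mg/kg on day 7 after the tumor cells, and the tumors were collected 72 h later. There was 1 group and no untreated tumor, so every comparison is between regions of the same sections.

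The sections were fixed, embedded in paraffin and assayed with Visium CytAssist, in which pairs of DNA probes bind each transcript and are captured on a slide of barcoded spots. A spot is a small region that can hold several cells of different types. The deposited matrices hold whole-number UMI counts (counts of unique molecular identifiers) per gene and spot, not normalized by the authors. The submitters' processing notes name Space Ranger, Cell Ranger 6.1.2 and the mouse genome GRCm39; the settings are not given in the sources used here. The genome at hand is of another build, so no coordinates are given. Both matrices have 19431 genes, and the barcodes are those of spots over tissue. For 10 symbols that name more than 1 gene, 20 in all, the rows were kept apart by Ensembl identifier. Genes with near-identical copies, such as Hba-a2, Hbb-bs and Hbb-bt among the hemoglobins and Hspa1a with Hspa1b, can share probes, so the split between copies is uncertain. Of 262 genes in the lists described here, 13 had no row and were not analysed here (Ahsp, Ccnb1, Cdc20, Cxcl11, Cxcl2, Ddit3, Ftl1, Hba-a1, Krt18, Ldha, Prdx1, Rrm2 and Taldo1).

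Tumor 1 had 2188 spots with 87239183 UMIs in all and a median of 12254 per spot. Tumor 2 had 2186 spots with 35350469 UMIs and a median of 2861.5. Spots with fewer than 1000 UMIs were left out, 225 in tumor 1 and 614 in tumor 2, which held 0.157% and 0.995% of the UMIs. The region sums behind the Hbb-bs comparisons held between 1121964 and 79509531 UMIs, so that rare transcripts were counted best in the tumor region.

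Regions were set per spot from the counts alone, since no annotation of the histology was analysed here. The score for proliferation was the mean of log1p counts per 10000 UMIs over the listed proliferation genes with a row, averaged over a spot and its up to 6 neighbors on the hexagonal grid. Spots above Otsu's threshold within their tumor formed the tumor region. The other spots were cut into 3 equal parts by Hbb-bs counts per 10000, and the top part is called the hemorrhagic region and the bottom part the Hbb-bs-low region. A separate cut into 3 parts by Hmox1 gave the Hmox1-high and Hmox1-low regions. Non-tumor spots within 3 grid steps of the tumor region were called adjacent and the others distant. Genes that define a region were left out of the calls: the proliferation list everywhere, Hbb-bs where it set the regions, and Hmox1 likewise. No doublet caller was run, and no cell-type makeup was estimated.

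Spots are not replicates, so UMIs were summed per tumor and region and the sums were compared. The quasi-likelihood test of edgeR 4.0.16 was used in R 4.3.3, with TMM scaling, the filterByExpr filter by region and Benjamini-Hochberg adjustment, two-sided, and a gene was called at an adjusted p under 0.05. The test of regions in the study is not given in the sources used here. The tumor was a block in each fit: the regions of a section come from the same animal, which is where the pairing comes from. The Hbb-bs and Hmox1 fits each used 8 sums over all 4 regions with 3 residual degrees of freedom. The distance fit used 6 sums with 2 residual degrees of freedom. P-values rest on n = 2 tumors. Standard errors were taken from the test statistic. Fold changes of each tumor by itself used TMM-scaled log2 CPM (counts scaled to the same total in every sum) with a prior count of 0.5, and they have no test.

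In all, 23 gene lists were fixed before the data were examined, as were the regions, tests and main alternatives. Of these, 22 were tested: simple epithelium, erythroid transcripts, platelets, NRF2 targets, heme and iron handling, procancerous markers of tumor-associated macrophages (TAMs), pan-macrophage, MHC class II, interferon-gamma response, inflammatory cytokines, neutrophils, T and NK cells, B and plasma cells, dendritic cells, endothelium, fibroblasts, skeletal muscle, adipocytes, keratinocytes, hypoxia, unfolded protein response and epithelial-mesenchymal transition. The list tests were camera and fry of limma 3.58.1. Camera was run with its preset correlation of 0.01 between genes and again with an estimated correlation, each adjusted over the lists of a comparison. Called members were counted over all genes and also adjusted over the list alone. Arg1, Hmox1 and Cd68 were already reported by the study on these same sections, so they are not independent evidence of a direction. The study also mapped a score of NRF2-activated genes on them, and a score taken from macrophages of another of its experiments. Results on NRF2 targets are therefore not independent of its reading of these sections either.

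The rule for the genes named was also fixed beforehand. It took a fixed set (Hbb-bs, Cd68, Hmox1, Arg1, Spp1, Marco, Cd163, Gclm, Prdx1, Slc40a1, H2-Ab1, Cd74, C1qa, Cxcl9 and Cxcl10). It added the 6 largest rises and the 6 largest falls in each comparison among called genes with a mean of at least 10 CPM over the sums, a log2 fold change over 1 in size and the same sign in each tumor. It also took up to 4 members per list, those called with the largest changes and the member that went furthest the other way. The rule names 159 genes over the 4 comparisons. The text prints 95 of them, a subset chosen after the values were seen, and the alternatives were tabulated for those.

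Spearman's rho was computed across spots within each tumor with SciPy 1.17.1 for 35 relations per tumor, without p-values. Each rho of a gene was ranked among all genes with a mean of at least 0.1 UMI per spot. As a description of RNA per macrophage RNA, the median log2 fold change of the pan-macrophage list in a tumor was subtracted from that of a gene. Levels by distance are log2 CPM of sums inside the tumor region and at 1 to 2, 3 to 4, 5 to 8 and over 8 grid steps from it. Probe background was read from 1219 chemosensory receptor genes (olfactory, vomeronasal and taste receptors), a measure chosen after the data were seen. Its levels and ratios are per total UMIs without TMM scaling, unlike the CPM and fold changes of genes in the comparisons. Small gaps between the 2 kinds of value therefore cannot be read.

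Alternatives fixed beforehand were DESeq2 1.42.0, no filter on low counts, no block, no UMI minimum or 3000 UMIs, and spots thinned to 1000 UMIs each. In the comparisons, regions were set anew after thinning and under each UMI minimum. Others were a tumor region made of the top of 4 parts by the score or of Leiden clusters (Scanpy 1.11.5), no averaging over neighbors, and hemoglobin genes left out. Further ones were 4 parts by Hbb-bs or Hmox1, all hemoglobin genes or neighbor-averaged Hbb-bs, 2 or 5 grid steps, a log2 fold change over 1, and leaving out each tumor. Chosen after seeing the data were a core of the tumor region, leaving out spots within 2 steps of the section edge, and spots matched on UMIs. So were leaving out spots with 2 or more UMIs of the B cell and adipocyte lists, keeping genes with a mean of 10 CPM, the alternatives of the distance profile, and the comparison of the Hbb-bs-low with the tumor region.

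The fits were tested on simulated data with 200 genes changed, in sums drawn from the mean of each gene over all sums and its spread. Apart from the planted changes, regions and tumors did not differ there. Genes varied independently, and the changed genes had a mean of at least 10 CPM. The rates below hold for that simpler setting and do not measure the error in the real comparisons. For the hemorrhagic against the tumor region (13276 genes), 53% of genes changed 2-fold and 99% of those changed 4-fold were recovered, and 5.99% of calls were false. For the hemorrhagic against the Hbb-bs-low region (13276 genes) these were 56%, 97% and 8.09%. For the adjacent against the distant region (15375 genes) they were 33%, 99% and 8.78%, and for Hmox1-high against Hmox1-low (12370 genes) 50%, 96% and 5.63%. With 1 list planted at 2-fold, camera called 1, 2, 2 and 1 lists in these comparisons. Figures were drawn with matplotlib 3.10.9.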

Results

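The study set remaining tumor tissue against the blood-rich tissue around it and described the macrophages there. The data are spatial transcriptomes of 2 MC38 tumors, each from a different mouse, taken 72 h after an antibody that activates CD40. Tumor 1 had 87239183 UMIs in all and tumor 2 had 35350469. After spots under 1000 UMIs were left out, 1963 spots of tumor 1 and 1572 of tumor 2 remained. The tumor region took 1033 spots (52.6%) of tumor 1 and 660 spots (42.0%) of tumor 2. Hbb-bs, which encodes a beta chain of adult hemoglobin and marks red blood cells, had 17921 UMIs in tumor 1 and 20091 in tumor 2 over all spots. The spots kept held 17150 and 12919 of these. RNA content differed strongly between regions. The median spot of the tumor region held 67245 UMIs in tumor 1 and 26081 in tumor 2, against 3078.5 and 1688 in the hemorrhagic region and 6337.5 and 7210 in the Hbb-bs-low region.

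**Figure D1:**
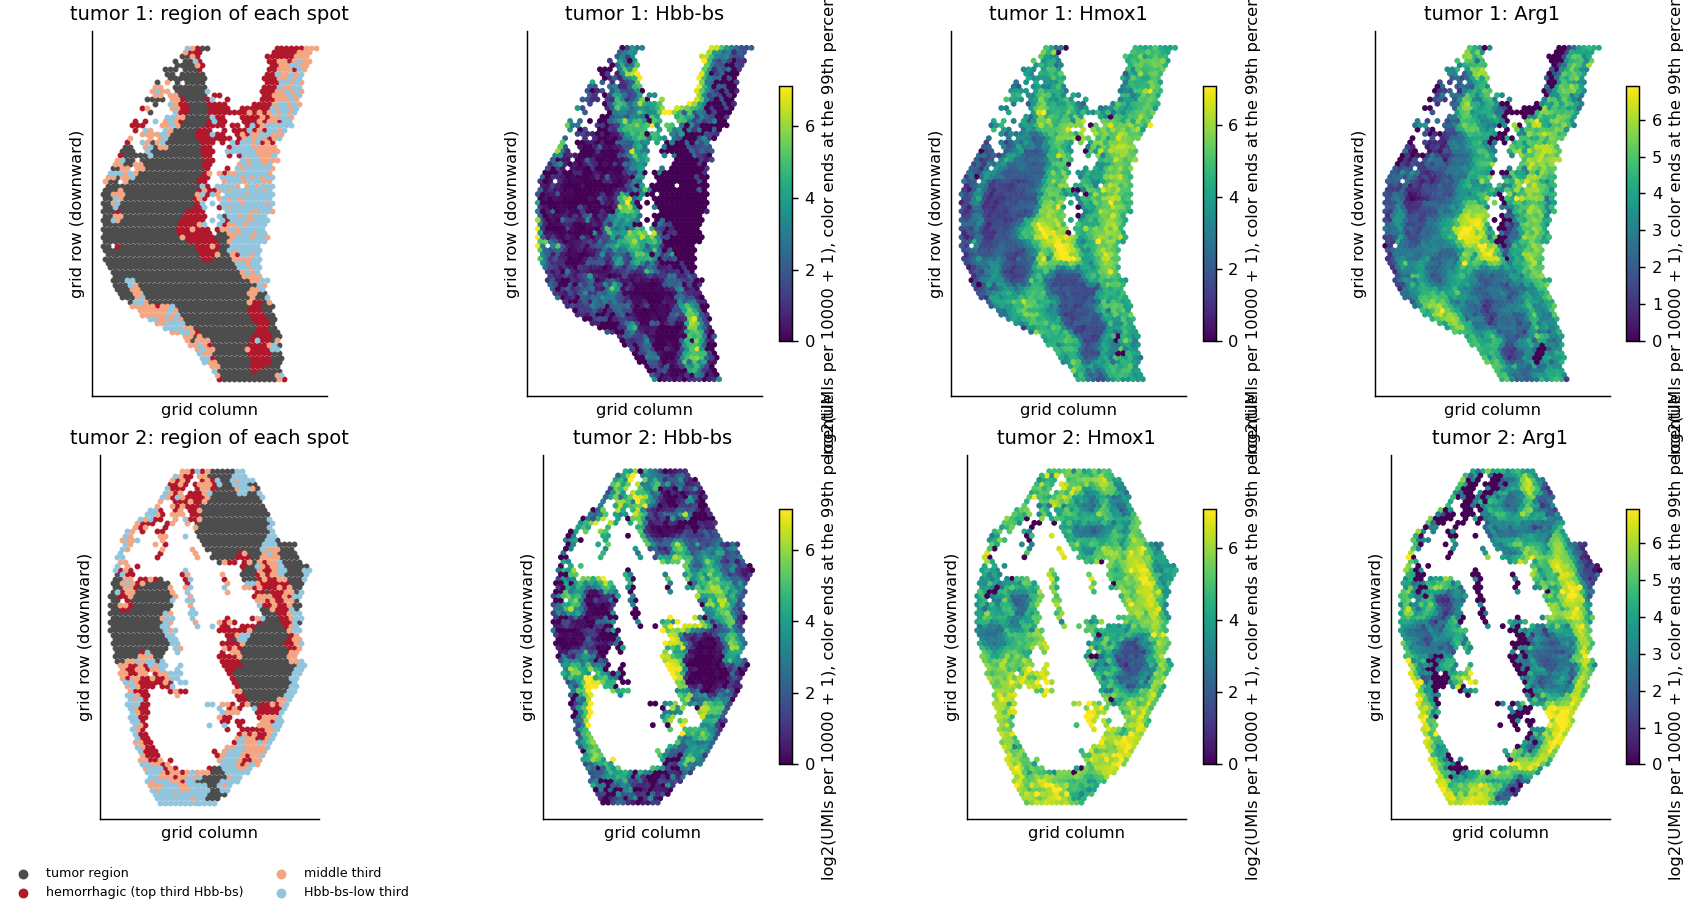
Each dot is a spot with at least 1000 UMIs at its place on the slide grid, colored by region (left) or by log2 UMIs per 10000 of Hbb-bs, Hmox1 and Arg1. Hmox1 and Arg1 are bright around the tumor region, which takes 1033 spots in tumor 1 and 660 in tumor 2, and also where Hbb-bs is dark.

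Probe background may set a floor under rare transcripts. Chemosensory receptor genes serve smell and taste, and most were assumed to be silent in tumors, which was not tested. They took a mean of 9.98 UMIs per spot in tumor 1 in spots under 500 UMIs and 44.4 in spots over 30000 UMIs. In tumor 2 these means were 3.79 and 34.9. Their share of all UMIs went from 2.53% to 0.0436% in tumor 1, lower in each deeper class, and from 1.20% over 1.47% at 500 to 1000 UMIs to 0.0468% in tumor 2. Per receptor gene the hemorrhagic sums held 1.96 and 3.24 CPM, with 95th percentiles of 4.83 and 7.13, while the tumor region held 0.387 and 0.527. A gene at a few CPM in poor spots is therefore near the level of the receptor genes, which is read here as background under that assumption.

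**Figure D2:**
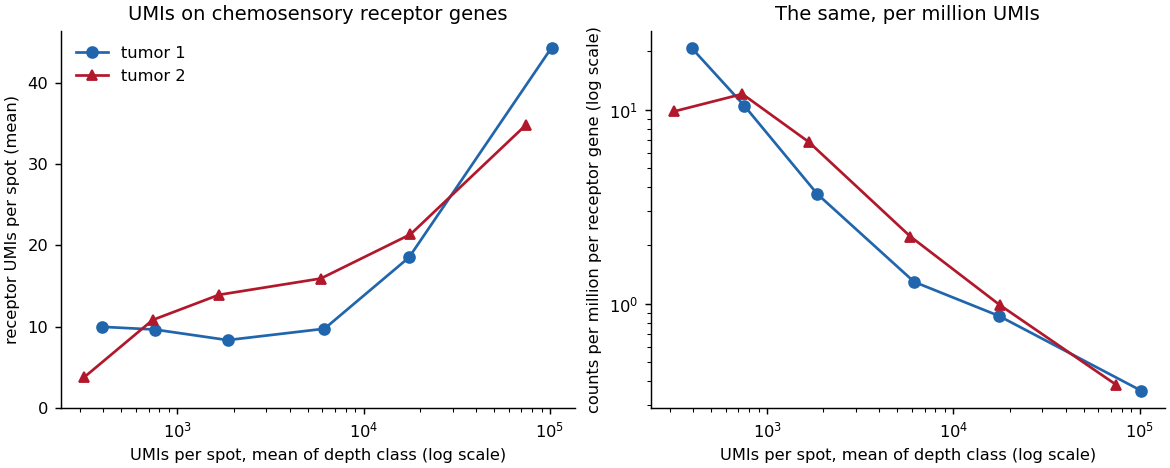
Mean UMIs on 1219 receptor genes per spot (left, linear axis from 0) and CPM per receptor gene (right, log axis) against the mean UMIs of spots in each of 6 depth classes (log axis), for each tumor. In spots over 1000 UMIs the UMIs on these genes rise far less than depth, to 44.4 per spot in tumor 1, so the CPM level falls.

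Hemorrhagic tissue was compared with the tumor region. It was set by its share of Hbb-bs, a median of 18.7 per 10000 UMIs in tumor 1 and 42.9 in tumor 2. The tumor region had 0.707 and 1.04. Because hemorrhagic spots held far fewer UMIs, a higher share need not mean more Hbb-bs UMIs per spot. Hmox1 (ENSMUSG00000005413), the enzyme that breaks down heme, was higher in the hemorrhagic region by a log2 fold change of 2.37 (SE 0.253, adjusted p = 7.02e-05, n = 2 tumors, edgeR as in all such values). Arg1 (ENSMUSG00000019987), which degrades arginine and marks immunosuppressive macrophages, rose by 2.26 (SE 0.273, adjusted p = 0.000129). Cd68 (ENSMUSG00000018774), a lysosomal protein of macrophages, rose by 0.87 (SE 0.218, adjusted p = 0.00589). The study had already reported these 3 genes on these sections. Spp1 (ENSMUSG00000029304), which encodes osteopontin, fell by 1.11 on the log2 scale (SE 0.251, adjusted p = 0.00331), opposite to Arg1.

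Genes of heme and iron handling and of the NRF2 program moved together in part. Of 10 measured heme and iron genes 9 rose and none fell. Besides Hmox1, which the study picked, these included the iron exporter Slc40a1 (ENSMUSG00000025993, 1.89, SE 0.275) and the phagosomal metal transporter Slc11a1 (1.77, SE 0.191). The hemoglobin scavenger receptor Cd163 rose by 1.58 (SE 0.475), but at 4.39 and 6.003 CPM it lay within the range of the receptor background. Camera called this list (adjusted p = 7.49e-05), but not with an estimated correlation (adjusted p = 0.394 with an estimated correlation). Of 16 targets of NRF2, a transcription factor of the oxidative stress response, 6 rose and 1 fell. The stress-inducible regulator Osgin1 (2.17, SE 0.296), the cystine transporter Slc7a11 (2.04, SE 0.309), the sulfiredoxin gene Srxn1 (1.51, SE 0.309) and Gclm (ENSMUSG00000028124, 0.95, SE 0.283), a subunit of the enzyme that limits glutathione synthesis, rose. Me1, which makes NADPH, fell by 0.77 on the log2 scale (SE 0.219). The NRF2 list had camera adjusted p = 0.0217, and adjusted p = 0.646 with an estimated correlation. From a score on these same sections, the study had already proposed high NRF2 activity in regions high in Cd68, Hmox1 and Arg1.

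Among procancerous TAM markers 8 of 12 measured genes rose and 1, Spp1, fell. Mmp8, a collagenase best known from neutrophils, rose by 4.52 (SE 0.448) and Thbs1, a matrix glycoprotein, by 2.70 (SE 0.485); this list includes Arg1, which the study picked, and had adjusted p = 0.341 with an estimated correlation. The pan-macrophage list, with Cd68 among its members, had 8 of 13 genes up and none down with a median of 0.62 (0.26 in tumor 1 and 0.80 in tumor 2, adjusted p = 0.508 with an estimated correlation), and without a UMI minimum the median was -0.19. Itgam, an integrin of myeloid cells that neutrophils also carry, rose by 2.10 (SE 0.231), while complement C1qa had a log2 fold change of -0.28 (SE 0.224, adjusted p = 0.307) and was not called. Relative to the pan-macrophage median, Hmox1 was higher by 2.13 in tumor 1 and 1.54 in tumor 2, and Arg1 by 1.63 and 1.91. Over both tumors these were 1.75 and 1.64, but 1.17 and 0.76 with spots thinned to 1000 UMIs and 1.23 and 1.16 at a minimum of 3000 UMIs. Marco, a scavenger receptor, was at 0.89 (SE 0.494, adjusted p = 0.146), with 2.30 in tumor 1 and 0.16 in tumor 2. The value of tumor 1 is close to the rise of the summed receptor genes there, 2.34 without TMM scaling, and Marco had 1.06 CPM inside the tumor region. H2-Ab1 (0.07, SE 0.243) and Cd74 (0.11, SE 0.268), which serve antigen presentation on MHC class II, were not called either, and of the 7 genes of the MHC class II list 1 fell.

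All 11 measured neutrophil genes rose, with a median of 3.36 and S100a9 (4.81, SE 0.472) and S100a8 (4.11, SE 0.430), which form calprotectin, among them; Camp, an antimicrobial peptide gene, rose by 4.15 (SE 0.494) at 5.02 CPM in tumor 1, close to the background. Camera called this list with its preset correlation (adjusted p = 5.18e-12), but not with an estimated correlation (adjusted p = 0.394). Of 11 inflammatory cytokine genes 10 rose and none fell (median 2.76, adjusted p = 0.341 with an estimated correlation), led by the chemokine genes Ccl3 (4.92, SE 0.394) and Ccl4 (4.05, SE 0.350) and by Il1a (4.38, SE 0.284). Of 15 interferon-gamma response genes 13 fell and 1 rose (median -1.24, adjusted p = 0.4996 with an estimated correlation). The T cell attractants Cxcl10 and Cxcl9 had log2 fold changes of -2.65 (SE 0.412) and -2.13 (SE 0.472), and Nos2, the inducible nitric oxide synthase, rose by 2.32 (SE 0.265). Hypoxia genes rose in 10 of 12 cases with none down (median 1.72, adjusted p = 0.394 with an estimated correlation), including the oxidoreductase Ero1a (2.49, SE 0.230), adrenomedullin Adm (2.42, SE 0.270) and Vegfa (1.89, SE 0.199), a growth factor of vessels.

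The 6 largest rises under the naming rule were Il36g (5.12, SE 0.484), Chil1 (5.06, SE 0.399), Lcn2 (4.95, SE 0.327), Hcar2 (4.94, SE 0.441), Ccl3 and S100a9. Il36g encodes an interleukin of the IL-1 family, Lcn2 an iron-siderophore binding protein and Hcar2 a receptor for hydroxybutyrate. The 6 largest falls were Pclaf (-3.05, SE 0.243), Shisal2b (-2.88, SE 0.222), Il1rl1 (-2.73, SE 0.362), Cxcl10, Pcdh18 (-2.61, SE 0.276) and Cenpm (-2.60, SE 0.291); Pclaf and Cenpm serve DNA replication and the centromere, and the proliferation genes define the tumor region. Erythroid genes other than Hbb-bs rose in 5 of 7 cases (adjusted p = 0.394 with an estimated correlation), with Hba-a2 at 4.18 (SE 0.566), Hbb-bt at 3.67 (SE 0.423) and Alas2, which starts heme synthesis, at 3.73 (SE 0.523). This list was chosen as a check of the cut by Hbb-bs, with which Hbb-bt can share probes. Its rises are no separate finding. All 7 platelet genes rose, with the chemokine gene Ppbp at 3.26 (SE 0.459, list adjusted p = 0.394 with an estimated correlation). The platelet median was 1.81 in tumor 1 and 2.45 in tumor 2, while the summed receptor genes rose by 2.34 and 2.62 without TMM scaling. The small gap in tumor 2 cannot be read. Simple epithelium, chosen as a check of the tumor region, went the other way from that purpose: 5 of 9 genes rose and none fell (adjusted p = 0.474 with an estimated correlation). Krt19 rose by 3.72 (SE 0.385) to 21.3 and 52.3 CPM, while Krt7 (3.13, SE 0.610) and Krt8 (2.94, SE 0.537) stayed within 8.58 CPM, near the background. In every list of this comparison the number called was the same when adjusted over the list alone. With its preset correlation camera called each list named above in this comparison except MHC class II. Adjusted p was 5.88e-14 for cytokines, 1.38e-07 for hypoxia, 4.67e-05 for interferon-gamma and 0.0234 for pan-macrophage. With an estimated correlation camera called no list in any comparison. By fry, adjusted p was 0.0214 for heme and iron, 0.0209 for TAM markers and cytokines and 0.0286 for neutrophils and hypoxia. It was 0.191 for NRF2 targets, 0.0597 for pan-macrophage and 0.0654 for interferon-gamma. The lowest in the other comparisons was 0.111 against Hbb-bs-low, 0.384 for adjacent and 0.0493 for Hmox1-high. Fry asks whether a list changes at all, not whether it changes more than other genes.

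In total 3879 genes were higher and 3616 lower in the hemorrhagic region, of 14013 tested (3709 and 3081 with DESeq2). Of genes with a mean under 3 CPM 1404 were higher and 6 lower, whereas at 10 CPM or more 1406 were higher and 3473 lower (28.8% higher). Scaled on the genes at 10 CPM or more alone, 2055 were higher and 1780 lower, with a shift of 0.31 in the median log2 fold change of those genes, so the balance of rises and falls depends on the scaling. Each called gene named in this comparison had the same sign in both tumors. With each spot thinned to 1000 UMIs 861 were called higher and 567 lower, 720 and 559 of them called the same way without thinning, and without the block 2511 and 1998 were called.

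The comparison of the hemorrhagic with the Hbb-bs-low region asked what goes with a high share of Hbb-bs within non-tumor tissue. The tumor region was in the fit, where it bears on the spread. The regions also differed in position. Farther than 2 steps from the section edge lay 278 of 310 hemorrhagic spots in tumor 1 and 236 of 304 in tumor 2. Of the Hbb-bs-low spots 194 of 310 and 99 of 304 did. Position and Hbb-bs therefore cannot be told apart in the full comparison. Hmox1 had a log2 fold change of 0.24 (SE 0.241, adjusted p = 0.589) and Arg1 of 0.22 (SE 0.260, adjusted p = 0.653), and neither was called. In the Hbb-bs-low region, where the median spot had 0 Hbb-bs UMIs per 10000 in tumor 1 and 1.19 in tumor 2, Hmox1 was 2.12 (SE 0.251, adjusted p = 5.01e-05) and Arg1 2.04 (SE 0.270, adjusted p = 0.000109) above the tumor region in the same fit, a comparison chosen after the data were seen. Among the genes that fell were those of complement and antigen presentation: C1qa fell by 2.12 on the log2 scale (SE 0.232, adjusted p = 0.00112), H2-Ab1 fell by 1.67 (SE 0.249, adjusted p = 0.00514) and Cd74 fell by 1.77 (SE 0.276, adjusted p = 0.0065).

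Of 13 pan-macrophage genes 9 fell and none rose (11 adjusted over the list alone, median -1.16, adjusted p = 0.310 with an estimated correlation). C1qb (-1.94, SE 0.239) and Aif1 (-1.80, SE 0.225), an actin-binding protein of macrophages, were among them, while Cd68 was at -0.81 (SE 0.218, adjusted p = 0.0619) and not called. Relative to the pan-macrophage median, Hmox1 was higher by 1.37 in tumor 1 and 1.35 in tumor 2 and Arg1 by 1.27 and 1.41. In the MHC class II list 6 of 7 genes fell (7 adjusted over the list alone, median -1.61, adjusted p = 0.310 with an estimated correlation), with H2-Eb1 at -2.02 (SE 0.317). In the interferon-gamma list 9 of 15 fell (14 adjusted over the list alone, median -1.02, adjusted p = 0.329 with an estimated correlation), such as Cxcl9 (-2.14, SE 0.472), the GTPase genes Iigp1 (-1.57, SE 0.261) and Gbp5 (-1.31, SE 0.325), while Cxcl10 (-0.89, SE 0.394) was not called. Among TAM markers the mannose receptor Mrc1 (-1.62, SE 0.246), Marco (-2.32, SE 0.468) and the lipid receptor Trem2 (-0.94, SE 0.188) fell and no gene rose (3 up and 3 down adjusted over the list alone), and camera did not call the list (adjusted p = 0.737).

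Of the heme and iron list 3 of 10 genes fell and none rose (1 up and 4 down adjusted over the list alone, median -0.32, but 0.19 with spots thinned to 1000 UMIs and 0.030 without spots near the section edge, adjusted p = 0.554 with an estimated correlation). These were both biliverdin reductases, Blvra (-0.88, SE 0.182) and Blvrb (-0.70, SE 0.172), and Lrp1 (-0.90, SE 0.178), the receptor for heme bound to hemopexin. Slc40a1 (0.87, SE 0.293, adjusted p = 0.116) and Cd163 (-1.26, SE 0.443, adjusted p = 0.125) were not called. None of 16 NRF2 targets was called in edgeR's test, over all genes or adjusted over the list alone, with Gclm at 0.38 (SE 0.285); camera called the list up (median 0.50, adjusted p = 0.0204), but adjusted p = 0.613 with an estimated correlation. Spp1 was at 0.73 (SE 0.253, adjusted p = 0.122), with 0.12 in tumor 1 and 1.36 in tumor 2.

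Of the cytokine genes 2 of 11 rose (8 up and 1 down adjusted over the list alone, median 0.84, adjusted p = 0.329 with an estimated correlation), Ccl3 by 2.07 (SE 0.372) and Il1a by 1.90 (SE 0.287). Of the neutrophil genes 1 of 11 rose, Retnlg at 1.74 (SE 0.409), or 6 adjusted over the list alone (adjusted p = 0.398 with an estimated correlation). In the unfolded protein response 3 of 11 genes rose (5 adjusted over the list alone, adjusted p = 0.329 with an estimated correlation), with the glutathione-degrading Chac1 at 1.25 (SE 0.255) and the pseudokinase gene Trib3 at 0.98 (SE 0.193), and of 12 hypoxia genes Ero1a rose (1.05, SE 0.223), or 1 adjusted over the list alone (adjusted p = 0.451 with an estimated correlation). Of 11 fibroblast genes 3 fell (8 adjusted over the list alone, adjusted p = 0.329 with an estimated correlation), among them Dpt (-1.91, SE 0.207) and Col3a1 (-1.37, SE 0.255). Of 9 skeletal muscle genes 3 fell (8 adjusted over the list alone, median 0.19 in tumor 1 and -2.40 in tumor 2, and over both 0.20 with spots matched on UMIs and 0.71 without spots near the section edge, adjusted p = 0.329 with an estimated correlation). The 6 largest rises were Hba-a2 (4.25, SE 0.578), Alas2 (3.98, SE 0.669), Hbb-bt (3.81, SE 0.5004), the neutrophil attractant Cxcl3 (2.13, SE 0.405), Chil1 (2.12, SE 0.390) and Ccl3. Of the erythroid list, 3 of 7 genes rose (6 adjusted over the list alone, adjusted p = 0.310 with an estimated correlation). The regions were cut by Hbb-bs, so the rises of Hba-a2, Alas2 and Hbb-bt check that cut and are no separate finding. The largest falls were Tnxb (-2.49, SE 0.478), a matrix protein of connective tissue, Gbp8 (-2.44, SE 0.511), Pi16 (-2.41, SE 0.536, but 0.19 without spots near the section edge), Npl (-2.41, SE 0.338), Adamts15 (-2.37, SE 0.510) and Slc13a3 (-2.33, SE 0.403).

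With its preset correlation camera called each list named above against Hbb-bs-low except TAM markers. Adjusted p was 2.36e-20 for pan-macrophage, 2.89e-15 for MHC class II and 0.0495 for heme and iron. With an estimated correlation it called none. In total 99 genes were higher and 440 lower of 14013 tested, or 99 and 573 with DESeq2. With the tumor core alone as tumor region edgeR called 17 and 153, and with the top of 4 parts 12 and 22. The calls of edgeR were lost, with 0 genes in either direction, when spots were matched on UMIs (325 higher and 599 lower at an unadjusted p under 0.05), at a minimum of 3000 UMIs (569 and 661) and without the block (704 and 955), and 2 higher and 5 lower were called without spots near the section edge. Scaled on genes at 10 CPM or more alone, 54 were higher and 223 lower, and the receptor genes themselves were 0.97 higher in tumor 1 and 1.34 in tumor 2.

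The study placed the macrophages of interest around the remaining tumor, so non-tumor spots within 3 grid steps of the tumor region were compared with those farther away. Plvap, a protein of the diaphragms of endothelial cells, was 3.50 higher next to the tumor region (SE 0.294, adjusted p = 0.00384, 3.18 in tumor 1 and 3.91 in tumor 2). The muscle actin gene Acta1 was also called (6.56, SE 0.527, adjusted p = 0.00384), but it had 0 CPM in tumor 1 and rests on tumor 2 alone, with 272 against 2.76 CPM. The 2.76 CPM lie below the mean of 3.13 CPM per receptor gene in the distant region of tumor 2, so the size of this rise is uncertain. Hmox1 (-0.38, SE 0.312, adjusted p = 0.736), Arg1 (-0.31, SE 0.343, adjusted p = 0.817) and Cd68 (0.17, SE 0.305, adjusted p = 0.894) were not called. Cxcl9 (2.16, SE 0.390, adjusted p = 0.153), Cxcl10 (1.37, SE 0.415, adjusted p = 0.363) and Adm (-1.53, SE 0.242, adjusted p = 0.110) had larger values with the same sign in both tumors and did not pass either. C1qa was -1.42 in tumor 1 and 1.38 in tumor 2, and the pan-macrophage median -1.21 and 0.70.

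By camera, the adjacent region was higher in endothelium (1 of 10 genes called, 5 adjusted over the list alone, median 1.14), MHC class II (0 of 7, 2 adjusted over the list alone, median 0.72), the interferon-gamma response (0 of 16, 7 up and 1 down adjusted over the list alone, median 0.73), B and plasma cells (0 of 7, 6 adjusted over the list alone, median 2.21) and dendritic cells (0 of 7, 4 adjusted over the list alone, median 0.98). Fibroblasts were also higher (0 of 11, 2 adjusted over the list alone, -0.21 in tumor 1 and 1.29 in tumor 2). The adjacent region was lower in hypoxia (0 of 12, 8 adjusted over the list alone, median -0.98), inflammatory cytokines (0 of 11, 4 adjusted over the list alone, median -0.77) and neutrophils (0 of 11, 1 adjusted over the list alone, median -0.83, 0.24 in tumor 1). The unfolded protein response (0 of 11, 1 adjusted over the list alone, median -0.39) and simple epithelium (0 of 11, 1 adjusted over the list alone, median -0.23, 0.039 in tumor 1, but over both 0.22 with spots matched on UMIs and 0.0068 within 5 steps) were also lower. With an estimated correlation adjusted p was 0.405 for endothelium, MHC class II, interferon, B cells, fibroblasts, hypoxia and cytokines, 0.431 for dendritic cells and simple epithelium, 0.441 for the unfolded protein response and 0.472 for neutrophils. Skeletal muscle (1 of 9, 9 adjusted over the list alone, median 0.28 in tumor 1 and 3.21 in tumor 2) and adipocytes (0 of 8, 5 adjusted over the list alone, 2.98 and 0.20) were also higher by camera, with adjusted p = 0.405 with an estimated correlation. In single genes edgeR called 2 higher and 0 lower of 15426, with 980 and 559 at an unadjusted p under 0.05; DESeq2 called 63 and 27. With the tumor region as the top of 4 parts by score, edgeR called 23 and 55, Plvap was at -0.75 and Acta1 at -5.22, and the medians turned for MHC class II (-0.98), B and plasma cells (-1.66), dendritic cells (-0.60), endothelium (-0.53), fibroblasts (-0.11), skeletal muscle (-3.74), adipocytes (-3.06) and the unfolded protein response (0.0035). Adipocytes were at -0.40 without spots near the section edge, and MHC class II at -0.18 with spots matched on UMIs. Without the block edgeR called 0 and 0, with 519 and 268 at an unadjusted p under 0.05, and at a minimum of 3000 UMIs 0 and 0, with 1053 and 557.

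**Figure D3:**
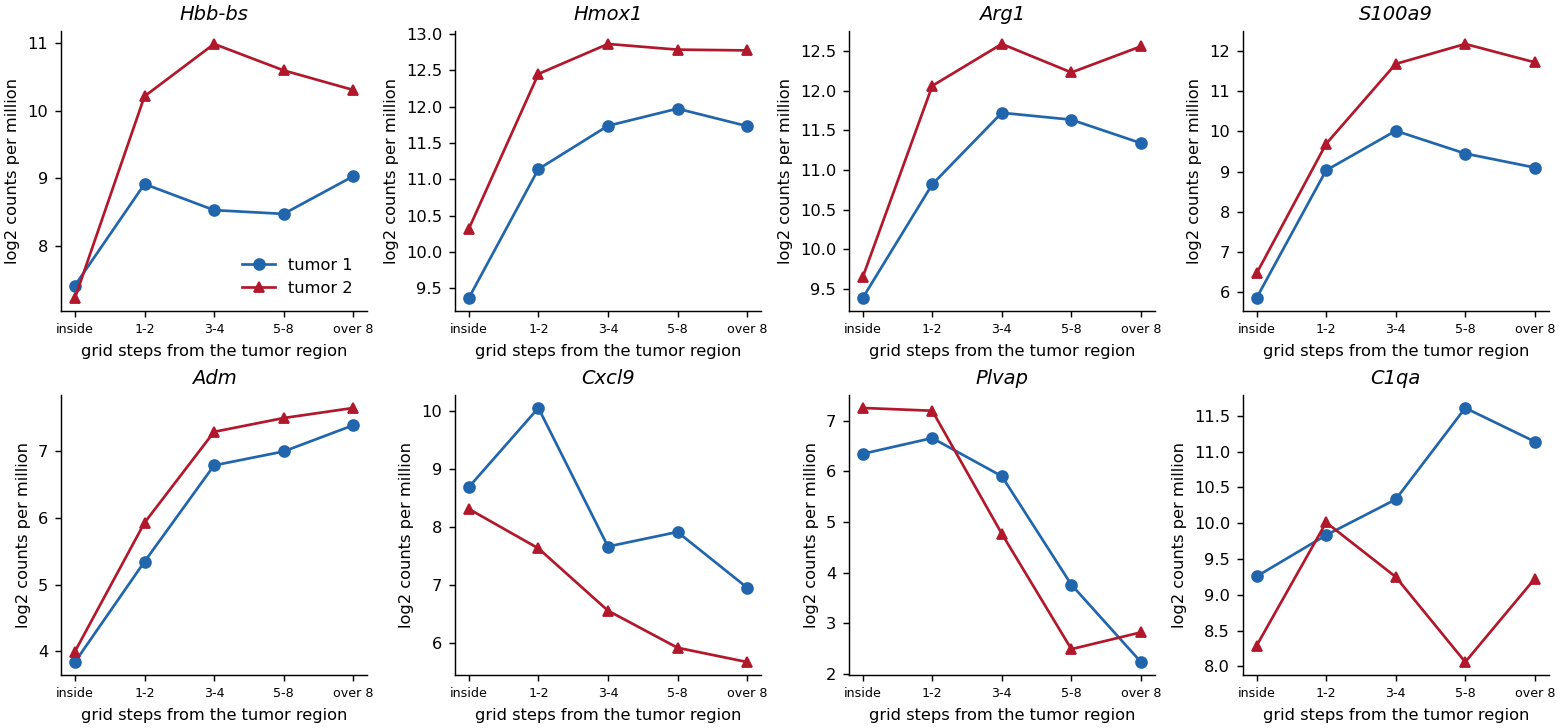
Log2 CPM of 8 genes in sums of spots inside the tumor region and at 1 to 2, 3 to 4, 5 to 8 and over 8 grid steps from it, per tumor; lines join the sums and there is no test. Hmox1 is higher at 3 to 4 steps than inside by 2.37 in tumor 1 and 2.55 in tumor 2, while Plvap at over 8 steps differs from inside by -4.11 and -4.43.

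Along the distance from the tumor region, Hmox1 was higher than inside it by 1.78 in tumor 1 and 2.13 in tumor 2 at 1 to 2 steps and by 2.37 and 2.55 at 3 to 4 steps, and at over 8 steps it was still higher by 2.37 and 2.46. Arg1 was higher by 2.34 and 2.94 at 3 to 4 steps and by 1.95 and 2.91 at over 8 steps. These profiles were plateaus rather than rims, and no test was run on them. The study reported Hmox1 and Arg1 as raised in hemorrhagic tissue around remaining tumor, which a plateau outside it does not contradict. S100a9 was higher by 4.16 and 5.21 at 3 to 4 steps. Cxcl9 was higher at 1 to 2 steps in tumor 1 (1.36) but not in tumor 2 (-0.68), and beyond that it lay below the tumor region in both.

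Regions rich in Hmox1 were compared with regions poor in it, again within non-tumor tissue. Arg1 was higher by 2.12 (SE 0.236, adjusted p = 0.00514), with 2.11 in tumor 1 and 2.14 in tumor 2. Gclm rose by 1.46 (SE 0.261, adjusted p = 0.0222) and Slc40a1 by 1.95 (SE 0.376, adjusted p = 0.0309, 3.10 in tumor 1 and 1.10 in tumor 2). Cd68 (0.58, SE 0.221, adjusted p = 0.203), Spp1 (0.56, SE 0.310), Marco (0.02, SE 0.345), Cd163 (0.14, SE 0.404) and C1qa (0.75, SE 0.229) were not called, nor was Hbb-bs (0.70, SE 0.375, adjusted p = 0.362). Relative to the pan-macrophage median, Arg1 was higher by 0.94 in tumor 1 and 1.78 in tumor 2.

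NRF2 targets rose in 5 of 16 cases with none down (12 adjusted over the list alone, median 0.85, adjusted p = 0.211 with an estimated correlation), among them Srxn1 (1.75, SE 0.266) and Gclc (1.63, SE 0.275), the catalytic partner of Gclm. The study had mapped its NRF2 score on these sections, so this is not independent of it. Of 9 heme and iron genes 5 rose and none fell (6 adjusted over the list alone, median 1.03, adjusted p = 0.118 with an estimated correlation), including Lrp1 (1.29, SE 0.287) and Slc11a1 (1.09, SE 0.224). Of 11 cytokine genes 5 rose and none fell (11 adjusted over the list alone, median 1.44, adjusted p = 0.110 with an estimated correlation), such as Cxcl1 (1.90, SE 0.248), Csf3 (2.60, SE 0.479), a growth factor of neutrophils, and Ptgs2 (1.56, SE 0.177), which makes prostaglandins. The pan-macrophage list had 2 of 13 up, with Itgam at 1.70 (SE 0.264), or 10 adjusted over the list alone (adjusted p = 0.211 with an estimated correlation), and the TAM list 1 of 12, Arg1 as picked by the study, or 5 adjusted over the list alone (adjusted p = 0.110 with an estimated correlation). Of 12 hypoxia genes 2 rose, Adm (2.28, SE 0.280) and Vegfa (1.25, SE 0.219), or 8 adjusted over the list alone (adjusted p = 0.211 with an estimated correlation). Of 11 neutrophil genes 1 rose, or 6 adjusted over the list alone (median 0.97, adjusted p = 0.251 with an estimated correlation). With its preset correlation camera called each of these lists up. Adjusted p was 1.75e-11 for NRF2 targets, 4.96e-17 for cytokines and 3.85e-06 for neutrophils.

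On the other side, camera called the lists of adipocytes, skeletal muscle, endothelium, B and plasma cells, dendritic cells, MHC class II and the interferon-gamma response lower in the Hmox1-high region. Of 9 skeletal muscle genes 6 fell (9 adjusted over the list alone, median -0.57 in tumor 1 and -2.55 in tumor 2, but 1.47 over both without spots near the section edge and 0.12 with Leiden clusters, adjusted p = 0.211 with an estimated correlation). Of 5 dendritic cell genes edgeR called 0 (4 down adjusted over the list alone, median -1.34, adjusted p = 0.211 with an estimated correlation). Of 7 adipocyte genes 5 fell (7 adjusted over the list alone, median -3.76, adjusted p = 0.110 with an estimated correlation). Cfd (-5.54, SE 0.437), Plin1 (-4.51, SE 0.528) and Car3 (-4.25, SE 0.608) were among the 6 largest falls, with Pck1 (-4.59, SE 0.815) and the antibody light chain genes Iglc3 (-4.84, SE 0.663) and Igkv12-89 (-4.54, SE 0.784). Of 7 B and plasma cell genes 1 fell, Ms4a1, the B cell antigen CD20 (-3.69, SE 0.772), or 7 adjusted over the list alone (adjusted p = 0.211 with an estimated correlation). Of 10 endothelial genes 4 fell (6 adjusted over the list alone, adjusted p = 0.118 with an estimated correlation), with Plvap at -3.13 (SE 0.397) and the VEGF receptor gene Kdr at -3.04 (SE 0.348). The MHC class II list had 0 of 7 genes called by edgeR (3 down adjusted over the list alone), with a median of -1.96 in tumor 1 and 0.15 in tumor 2 (adjusted p = 0.287 with an estimated correlation), and Cd74 at -1.04 (SE 0.432) and H2-Ab1 at -0.86 (SE 0.412). Of 15 interferon-gamma response genes 1 fell (1 up and 3 down adjusted over the list alone, median -1.11 in tumor 1 and 0.10 in tumor 2, adjusted p = 0.461 with an estimated correlation). This gene, Cxcl9, fell by 2.40 on the log2 scale (SE 0.525, adjusted p = 0.0466, -3.61 and -0.82 by tumor), while Cxcl10 was at -1.18 (SE 0.373) and not called. Among the 6 largest rises were the heat shock genes Hspa1a (3.65, SE 0.391) and Hspa1b (2.49, SE 0.415), Ppbp (3.00, SE 0.415), Csf3, and the serine protease inhibitor gene Serpinb2 (2.77, SE 0.288).

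In total 176 genes were higher and 103 lower of 12806 tested, or 340 and 174 with DESeq2. At a minimum of 3000 UMIs 129 and 145 were called, with the tumor core alone 57 and 24, and with the top of 4 parts 87 and 55. Without spots near the section edge edgeR called 8 higher and 0 lower (747 and 571 at an unadjusted p under 0.05), 7 of them higher in both settings and 1 with the opposite direction, and without the block both counts were 0 (652 and 665). Leaving out the edge kept 260 of 310 Hmox1-high but 174 of 310 Hmox1-low spots in tumor 1. In tumor 2 it kept 180 and 158 of 304 each. Leaving out spots with B cell or adipocyte UMIs gave 356 higher and 79 lower, with medians of 0.48 for MHC class II, 0.27 for the interferon-gamma response, 0.24 for dendritic cells, -0.0023 for hypoxia and -0.045 for the unfolded protein response. There Cxcl9 (-0.22) and Slc40a1 (1.21) were not called, Cd68 (1.27) was, and Arg1 relative to the pan-macrophage median was at 0.45. The filter is a count of UMIs, so deep spots reach it more easily. In tumor 1 the median spot went from 6531.5 to 2693 UMIs in the Hmox1-low region and from 4928 to 4657 in the Hmox1-high region. In tumor 2 these went from 1773.5 to 1573 and from 5238 to 4553. The turned medians thus cannot be put down to B cells and fat alone.

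Across spots within each tumor, Hmox1 and Arg1 went together. Their rho was 0.69 over 1963 spots of tumor 1 and 0.50 over 1572 spots of tumor 2, above nearly every other gene (percentiles 99.99 and 99.9 among 11374 and 10772 genes), and 0.55 and 0.43 in non-tumor spots alone. Hbb-bs with Hmox1 had rho 0.22 and 0.31 over all spots (percentile 99.9 in both), but 0.118 and 0.0922 without a UMI minimum, 0.263 and 0.526 at 3000 UMIs, and 0.00059 and -0.078 in non-tumor spots alone. For Hbb-bs with Arg1 rho was 0.048 and 0.052 over all spots and -0.18 and -0.22 in non-tumor spots, and it depended on the UMI minimum (0.15 and 0.41 at 3000 UMIs, -0.012 and -0.13 without a minimum). S100a9 followed Hbb-bs at 0.26 and 0.47 over all spots and at 0.18 and 0.20 in non-tumor spots. The MHC class II score had rho -0.32 and -0.30 with Hbb-bs and the pan-macrophage score -0.33 and -0.26, but at 3000 UMIs these were -0.096 and 0.026 in tumor 2. Hmox1 had rho 0.20 and 0.58 with the NRF2 score, -0.41 and -0.25 with Spp1 and -0.51 and -0.34 with Cxcl9. In non-tumor spots alone these were 0.36 and 0.60 with the NRF2 score, 0.0083 and 0.12 with Spp1 and -0.28 and 0.037 with Cxcl9. Over all spots S100a9 had rho 0.58 and 0.55 with Hmox1 (0.44 and 0.21 in non-tumor spots) and the neutrophil score 0.58 and 0.61 (0.45 and 0.32). These are relations across spots, which are not independent replicates, among 35 computed per tumor.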

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

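The look at the spots left out was chosen after the data were seen. Spots under 1000 UMIs enter the comparisons only in the setting without a UMI minimum, and they are listed here because they held Hbb-bs. In tumor 1 the 225 spots had 56.4 Hbb-bs UMIs per 10000 (771 of 136650 UMIs), against 1.97 in the spots kept. In tumor 2 the 614 spots had 203.9 per 10000 (7172 of 351774 UMIs), against 3.69 in the spots kept. The share depends on depth. Per spot, tumor 1 had 3.43 Hbb-bs UMIs in these spots and 8.74 in those kept, while tumor 2 had 11.7 and 8.22. Hbb-bs was seen in 66.7% of these spots and 70.4% of those kept in tumor 1, and in 76.9% and 83.5% in tumor 2. Hemoglobin genes together made up 1.09% and 3.83% of the UMIs there, and the mean receptor gene had 1.81 and 4.07 UMIs over the same spots. No explanation was tested.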

How the results depend on the processing

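The settings matched on UMIs, without edge spots, with a tumor core, at 10 CPM, without B cell and adipocyte spots, and the thinned non-tumor correlations were chosen after the data were seen. Over settings other than leaving out a tumor, values of named genes kept direction and side of the threshold in 1977 cases, lost the call in 374, gained it in 38, moved without a call in 56 and turned in 3. For list medians these counts were 1067, 70, 65, 72 and 25. Of the correlations 104 stayed within the spread between tumors and 88 moved. Counts are higher and lower genes, the comparisons are named by their first region (hemorrhagic against tumor, hemorrhagic against Hbb-bs-low, adjacent, Hmox1-high), and relative values are minus the pan-macrophage median. For each change below the cause was not tested, except that fewer UMIs, spots or genes enter where spots are left out or thinned or genes filtered. Thinning and other UMI minimums also redrew the regions, and thinning gave each spot the same weight.

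With DESeq2 the adjacent comparison gave 63 and 27 genes against 2 and 0 with edgeR, and the Hmox1-high comparison 340 and 174 against 176 and 103. Without the block, hemorrhagic against tumor gave 2511 and 1998 genes against 3879 and 3616. The other comparisons then gave 0 and 0 in edgeR, with 704 and 955 genes at an unadjusted p under 0.05 against Hbb-bs-low, 519 and 268 for adjacent and 652 and 665 for Hmox1-high, and relative Hmox1 against Hbb-bs-low was 1.38. Without a filter on low counts the lower genes were 5746 against tumor and 732 against Hbb-bs-low, with 29 and 4 for adjacent and 299 and 157 for Hmox1-high. At a log2 fold change over 1 the lower genes were 1552 against tumor and 273 against Hbb-bs-low. At a mean of 10 CPM the counts were 2055 and 1780 against tumor, 54 and 223 against Hbb-bs-low and 104 and 59 for Hmox1-high, with relative Hmox1 against Hbb-bs-low at 1.48.

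Without a UMI minimum the counts were 264 and 849 against Hbb-bs-low, 412 and 224 for Hmox1-high, and 1 higher for adjacent. The pan-macrophage median against tumor was then -0.19 and that of platelets for Hmox1-high -0.049. Relative Arg1 was 1.85 against tumor and 0.83 against Hbb-bs-low, and relative Hmox1 1.04 against Hbb-bs-low. Mean rho was 0.105 for Hbb-bs with Hmox1 and -0.073 for Hbb-bs with Arg1, and at 3 to 4 steps Hmox1 was 2.23 and Arg1 2.10 above inside. At 3000 UMIs edgeR called 0 and 0 against Hbb-bs-low (569 and 661 at an unadjusted p under 0.05) and 0 higher for adjacent (1053 at an unadjusted p under 0.05). Relative Hmox1 was 1.23 against tumor and 1.38 against Hbb-bs-low, and relative Arg1 1.16 against tumor. Mean rho was 0.394 for Hbb-bs with Hmox1, 0.279 for Hbb-bs with Arg1 and 0.753 for Hmox1 with Arg1, and Hmox1 at 3 to 4 steps was 2.21 above inside.

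With spots thinned to 1000 UMIs the counts were 861 and 567 against tumor, 63 and 120 against Hbb-bs-low and 13 and 6 for adjacent. The regions were set anew from the thinned counts, and the tumor region then held 927 spots in tumor 1 and 652 in tumor 2. The heme and iron median against Hbb-bs-low was 0.19. Relative Hmox1 was 1.17 against tumor and 1.17 against Hbb-bs-low, and relative Arg1 0.76 and 0.88. Mean rho was 0.0561 for Hbb-bs with Arg1 and 0.447 for Hmox1 with Arg1. With spots matched on UMIs edgeR called 0 and 0 against Hbb-bs-low (325 and 599 at an unadjusted p under 0.05) and 6 and 1 for adjacent. Skeletal muscle against Hbb-bs-low was then at 0.20, simple epithelium for adjacent at 0.22 and MHC class II for adjacent at -0.18, and relative Hmox1 and Arg1 against Hbb-bs-low were 1.09 and 1.25.

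With the tumor region as the top of 4 parts the counts were 6371 higher against tumor, 12 and 22 against Hbb-bs-low, 23 and 55 for adjacent and 87 and 55 for Hmox1-high. For adjacent, camera called 6 lists against 13, and the medians turned for MHC class II (-0.98), B and plasma cells (-1.66), dendritic cells (-0.60), endothelium (-0.53), fibroblasts (-0.11), skeletal muscle (-3.74), adipocytes (-3.06) and the unfolded protein response (0.0035), as did Plvap (-0.75) and Acta1 (-5.22). Relative Arg1 was 1.38 against tumor, 1.87 against Hbb-bs-low and 2.26 for Hmox1-high, and relative Hmox1 1.87 against Hbb-bs-low. At 3 to 4 steps Hmox1 was 1.99 and Arg1 1.87 above inside on average, with Arg1 at 1.06 in tumor 1 and 2.68 in tumor 2. With Leiden clusters adjacent gave 1 higher gene, skeletal muscle for Hmox1-high was at 0.12, and relative Hmox1 and Arg1 against Hbb-bs-low were 1.59 and 1.62. With a tumor core the counts were 17 and 153 against Hbb-bs-low and 57 and 24 for Hmox1-high, with relative Arg1 against tumor at 1.31. Without averaging over neighbors the counts against Hbb-bs-low were 55 and 253, with relative Hmox1 at 1.30.

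With 4 parts by Hbb-bs the counts against Hbb-bs-low were 273 and 665, with relative Hmox1 at 1.498, and relative Arg1 against tumor was 1.91. With Hbb-bs averaged over neighbors they were 691 and 1056, with relative Hmox1 and Arg1 at 1.61 and 1.54, and relative Arg1 against tumor was 1.89. With all hemoglobin genes they were 341 and 709. With 4 parts by Hmox1 the Hmox1-high comparison gave 272 higher genes. With 2 steps adjacent gave 1 higher gene, and with 5 steps 5, with simple epithelium at 0.0068.

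Without spots near the section edge the counts were 2040 and 1775 against tumor, 2 and 5 against Hbb-bs-low and 8 and 0 for Hmox1-high in edgeR (747 and 571 at an unadjusted p under 0.05), of which 7 were shared and 1 had the opposite direction. Against Hbb-bs-low the heme and iron median was 0.030, skeletal muscle 0.71, Pi16 0.19, and relative Hmox1 and Arg1 0.94 and 1.06. Adipocytes for adjacent were at -0.40, and for Hmox1-high skeletal muscle was at 1.47 and relative Arg1 at 0.69. Without B cell and adipocyte spots Hmox1-high gave 356 higher genes and camera 10 lists against 17. The medians turned for MHC class II (0.48), interferon-gamma response (0.27), dendritic cells (0.24), hypoxia (-0.0023) and the unfolded protein response (-0.045), and relative Arg1 was 0.45. In non-tumor spots alone mean rho was -0.0388 for Hbb-bs with Hmox1 and -0.202 for Hbb-bs with Arg1. When these were also thinned it was -0.0249 and -0.165, and 0.384 for Hmox1 with Arg1.

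Each tumor by itself gave relative Arg1 from 1.63 to 1.91 against tumor and from 1.27 to 1.41 against Hbb-bs-low, and relative Hmox1 from 1.35 to 1.37 against Hbb-bs-low. Among lists called by camera, medians of opposite sign in the tumors ran from -2.40 to 0.19 for skeletal muscle against Hbb-bs-low. Lists that camera did not call, some of which also had opposite signs, are left out here. For adjacent they ran from -0.56 to 0.039 for simple epithelium, from -1.35 to 0.24 for neutrophils and from -0.21 to 1.29 for fibroblasts. For Hmox1-high they ran from -0.23 to 1.43 for platelets, from -1.96 to 0.15 for MHC class II and from -1.11 to 0.10 for the interferon-gamma response. Of the values of named genes in 1 tumor alone 281 stayed within the spread and 25 moved, and of list medians 118 stayed, 51 moved and 7 turned. A tumor alone has no test. The depth of the hemorrhagic sums, 1447815 and 1121964 UMIs, limits what can be said of genes under the receptor background.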

Other observations

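The tests of macrophage RNA and of receptor genes against a cell type were chosen after the results were seen, and so were the settings matched on UMIs, without B cell and adipocyte spots, and without the section edge. Some genes of the T and NK list went with Hmox1, while the list as a whole did not. In the Hmox1-high against the Hmox1-low region Gzmb (1.44, SE 0.184, adjusted p = 0.0066) and Prf1 (1.21, SE 0.201, adjusted p = 0.0191), which encode granzyme B and perforin, and the NK cell receptor gene Ncr1 (2.01, SE 0.442, adjusted p = 0.0478) were higher. The T and NK list had these 3 of 11 genes up and none down, but 3 up and 5 down adjusted over the list alone, with a median of -0.25 (camera adjusted p = 0.968, direction up). Against the tumor region Gzmb (0.98, SE 0.242) and Prf1 (1.08, SE 0.213) were higher in the hemorrhagic region as well, among 3 of 11 (camera adjusted p = 0.252).

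Lox, which links collagen, was higher by 2.62 (SE 0.280) in the hemorrhagic than in the tumor region, while Zeb1, a repressor of epithelial genes, fell by 1.31 on the log2 scale (SE 0.227). The list of epithelial-mesenchymal transition had 3 of 12 up and 2 down there, with a median of -0.10, a mean of 0.32 and camera adjusted p = 0.467. In the Hmox1-high region 4 of 12 rose (6 adjusted over the list alone), among them Lox at 1.67 (SE 0.282). Camera adjusted p was 8.70e-07, and 0.118 with an estimated correlation. The platelet gene Pf4 was higher in the Hmox1-high region by 2.08 (SE 0.262), one of 2 platelet genes of 5. The platelet list median was 1.43 in tumor 1 and -0.23 in tumor 2 (camera adjusted p = 0.000192, and 0.211 with an estimated correlation). The unfolded protein response had 8 of 11 up in the hemorrhagic against the tumor region, with the stress factor Atf3 at 2.60 (SE 0.197). Camera adjusted p for the list was 0.00348, and 0.4996 with an estimated correlation.

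Camera called none of the other lists between the hemorrhagic and the tumor region, although some had large medians. Endothelium had 4 of 10 genes down, Kdr among them at -1.40 (SE 0.335, list adjusted p = 0.150). Of 11 fibroblast genes 2 rose, with Col1a2 at 1.18 (SE 0.305), and 1 fell (list adjusted p = 0.781). B and plasma cells had 0 of 7 called by edgeR, over all genes or adjusted over the list alone (median -1.60, list adjusted p = 0.252). Of 5 dendritic cell genes 1 rose (median -0.15 but mean 0.48, list adjusted p = 0.781). Of 9 skeletal muscle genes 5 fell (median 0.35 in tumor 1 and -1.65 in tumor 2, list adjusted p = 0.143), of 7 adipocyte genes 4 rose (list adjusted p = 0.150) and of 3 keratinocyte genes 3 rose (list adjusted p = 0.244). The keratinocyte median of 1.01 in tumor 1 and 1.48 in tumor 2 was below the rise of the summed receptor genes, 2.34 and 2.62.

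Hmox1 was not called between the hemorrhagic and the Hbb-bs-low region. Fewer UMIs per spot are argued against as what hides a large rise, since with spots matched on UMIs Hmox1 was at 0.28 (SE 0.249), and 2 SE above this lay at 0.773, under the bound of 1 set beforehand. Whether less macrophage RNA in Hbb-bs-rich spots offsets more Hmox1 per macrophage RNA stays open. Hmox1 minus the pan-macrophage median was 1.35 in 1 tumor and 1.37 in the other, but this follows from the 2 values that raised the question and so tests nothing. With 1 group, no biological explanation by group was tested.

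Spp1 fell from the tumor to the hemorrhagic region while Arg1 and Hmox1 rose. With each spot thinned to 1000 UMIs Spp1 stayed at -0.93 (SE 0.186, 2 SE above at -0.56). The rule set beforehand took this as against fewer UMIs per spot as the cause. Thinning keeps the expected share of each gene in a spot, so by itself it could hardly turn the sign. The regions were also redrawn from the thinned counts and each spot weighed the same, so the thinned value cannot decide this. Spp1 RNA may come with tumor cells: across tumor-region spots its rho with the proliferation score lay 0.504 in tumor 1 and 1.03 in tumor 2 above its rho with the pan-macrophage score. After thinning these differences were 0.123 and 0.468, but in tumor 1 the rho with proliferation itself was 0.012, and Hmox1 gave a difference of 0.105 there, so this stays open. With 1 group, no biological explanation by group was tested.

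Of the genes under 3 CPM, 1404 were higher in the hemorrhagic than in the tumor region. Probe background and real rare transcripts cannot be told apart here. Of the 1404, 72.0% lay below the 95th percentile of receptor genes in both tumors, between the bounds set beforehand. Of the 1286 that are not receptor genes themselves, 71.2% did. Choosing genes with a mean under 3 CPM by itself favors low values in the hemorrhagic sums, so this share decides nothing. A cell type of the hemorrhagic region is argued against as the whole cause only if receptor genes are silent in tumors, as assumed. Their sum was higher by 2.34 in 1 tumor and 2.62 in the other. Genes of such a cell type can still be among the 1404. With 1 group, no biological explanation by group was tested.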
